A study of Mus musculus with 6 samples.

How the data were processed

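Gene expression was measured in colon samples of 6 male mice, 3 controls and 3 carrying a knockout of Islr, with 1 single-colour Agilent oligonucleotide array per animal. Groups were taken from the genotype given in the labels; replicate numbers only name the animals and pair none of them. Total RNA was extracted with TRIzol and amplified and labelled with a fluorescent nucleotide, per the labels' protocols. The arrays were read with Agilent Feature Extraction 11.5.1.1 on array design 074809, per the file headers. The labels name the dye Cy3 and a green signal column, whereas each file held the red channel alone; the red columns were used in every step.

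The deposited processed signal of each spot is an intensity on a linear scale, after spatial detrending and background subtraction inside Feature Extraction and without any scaling between arrays, per the file headers. The series' value table also holds intensities: set against the deposited scanner files, each of its columns was the processed signal of the array of the same sample (log2 correlation of at least 0.999999), rounded and averaged over the spots of a probe. It was used as an alternative only.

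Each array held 62976 spots, of which 59305 were not controls, and these made up 56605 different probes. No spot was saturated. The processed signal was converted to log2, and the array's 75th percentile over the non-control spots was subtracted, so a value of 0 is the 75th percentile of that array. Spots marked by the scanner software as non-uniform or as population outliers were treated as missing. They made up 3.26% to 16.0% of the spots of an array and 9.66% to 56.8% of the brightest 10%, so bright probes rested on fewer arrays. The 300 probes printed in 10 spots were averaged. A probe was tested if it was well above background on all 3 arrays of at least 1 group and had at least 2 usable values in each group, which left 35351 of 56605 probes. Before the outlier marks were applied, 40172 probes met the background rule.

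Differences were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with genotype as the only term and Benjamini-Hochberg adjustment over the tested probes at a 5% false discovery rate. Fold changes are knockout minus control on the log2 scale, and their standard errors are the moderated ones of limma. With 3 arrays per group, their number limits the precision. The smallest two-sided p that an exact permutation test of 3 against 3 can give is 0.1. A looser count used an unadjusted p under 0.05 with a change of at least 2-fold. The procedure was tested on simulated data for this comparison over 35351 probes: of 200 probes given known changes 64% were recovered (80% of those changed by at least 2 on the log2 scale), 9 of 137 calls were false, and no sign was wrong. The simulated noise was independent between probes and only these 200 changed. The rates therefore need not hold for the real arrays, where many probes varied together.

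Probes were named through their RefSeq accession, versions removed, in the annotation of mouse assembly GRCm38.p6. A name was found for 33767 of 56605 probes (59.7%), covering 23462 genes; 8925 probes carry an Ensembl transcript identifier and stayed unnamed. The files place their probes on an earlier mouse build, mm9, so no coordinates are given and the annotation served only for names and for which genes are neighbours. The tested probes covered 16451 named genes. For gene lists and for the genes fixed in advance, the probe with the highest mean over the arrays stood for a gene; for the largest changes, the called probe with the largest change did.

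There were 9 study lists (YAP/TEAD target genes, Hippo pathway components, regenerative or fetal-like epithelium, intestinal stem cells, cell proliferation, differentiated colon epithelium, inflammation, stromal extracellular matrix and stromal niche factors) and 10 lists of cell types and tissue pieces (smooth muscle, enteric nervous system, B and plasma cells, T cells, neutrophils, macrophages, endothelium, adipocytes, pancreas and distal colon Hox genes). Each was tested against all other genes with limma's camera in its preranked form, which takes missing values, with a preset inter-gene correlation of 0.01 and adjustment over the 9 or the 10 lists. The rotation test fry and camera with an estimated correlation take no missing values, so both were run with the outlier spots kept. A list of 16 skeletal muscle genes was added later.

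The groups, the tests, these lists except the skeletal muscle one, the rule for naming genes and all alternatives but 4 were fixed before the data were examined. The named genes were Islr; the 5 called genes with the largest rise and the 5 with the largest fall among those well above background on all 6 arrays with no overlap between the groups; 13 genes chosen for the study's question; list members past the threshold over all probes or over their list alone; and up to 5 genes measured in 1 group only. Further called probes of list members were added after their values were seen. The alternatives were normexp background correction (offset 50) of the median spot and median background signals followed by quantile normalization, quantile normalization alone, centring on the median, no filter on dim probes, a filter on all 6 arrays, eBayes with trend and robust, array weights, the series' value table, the mean of all probes of a gene in the list tests, and leaving out each array in turn. The normexp setting used median in place of mean spot signals. The 4 added after the data were examined were outlier spots kept, slide column 1 against the other columns as a covariate, and the 2 further list tests in the form just given. Outlier spots were left out by a general rule for such arrays that did not come from these data, whereas the minimum of 2 usable values per group, the preranked form of camera and the red channel were settled after the data were examined.

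All 6 arrays were on 1 slide and in 1 scan. The 3 controls lay in slide row 1 and the 3 knockouts in slide row 2, so slide row and genotype cannot be told apart. No pair of arrays shared identical values at any non-control spot.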

Results

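The data were whole-genome expression arrays of colon from 3 control mice and 3 Islr knockout mice, all male. Islr encodes a secreted leucine-rich repeat protein with an immunoglobulin domain. According to the sample source, every animal had received 3.5% dextran sulfate sodium, a polysaccharide that injures the colonic epithelium, in the drinking water for 5 days, followed by 1 day of recovery; a separate treatment field of the same labels states that there was none, so the colitis course is given here as that source describes it. The single comparison in the design asked how loss of Islr changed colonic gene expression at that time. The 75th percentile of the processed signal was 6353, 7110.5 and 6541 intensity units in control replicates 1, 2 and 3 and 4910.5, 5820.0 and 5774 in knockout replicates 1, 2 and 3, so every knockout array was dimmer than every control array before scaling. Between 69.4% and 75.4% of the spots were well above background on each array. Transcripts of the Y-linked gene Eif2s3y were well above background on all 6 arrays, with signals of 11756 to 14213 at its brighter probe, whereas Xist reached 77.5 to 245.9 and was well above background on 2 arrays.

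Islr was examined first as a check of the genotype labels. Its probe (A_51_P140742) was well above background on all 6 arrays. The log2 signal relative to the array's 75th percentile was 1.23 ± 0.018 in controls (SD, n = 2, as the spot of control replicate 1 was an outlier spot) and -1.21 ± 0.25 in knockouts (SD, n = 3). The difference was -2.44 on the log2 scale (SE 0.21), a 5.42-fold lower signal, with an adjusted p of 0.0171 in limma. With the outlier spot kept, the difference was -2.55 and all 3 knockouts lay below all 3 controls, for which the exact permutation test gave p = 0.1, the smallest value possible. The adjusted p rose to 0.0580 when knockout replicate 3 was left out, with a difference of -2.39, and stayed under 0.05 in the other 3 fits with an array left out. Without control replicate 2 or 3 the probe had too few usable values to be tested. Some genes of the stromal lists fell further, such as Twist2 (-3.87) and Lox (-3.16), while the medians of the matrix and niche lists were -0.67 and -1.25. The fall of Islr therefore does not by itself settle the genotype.

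**Figure D1:**
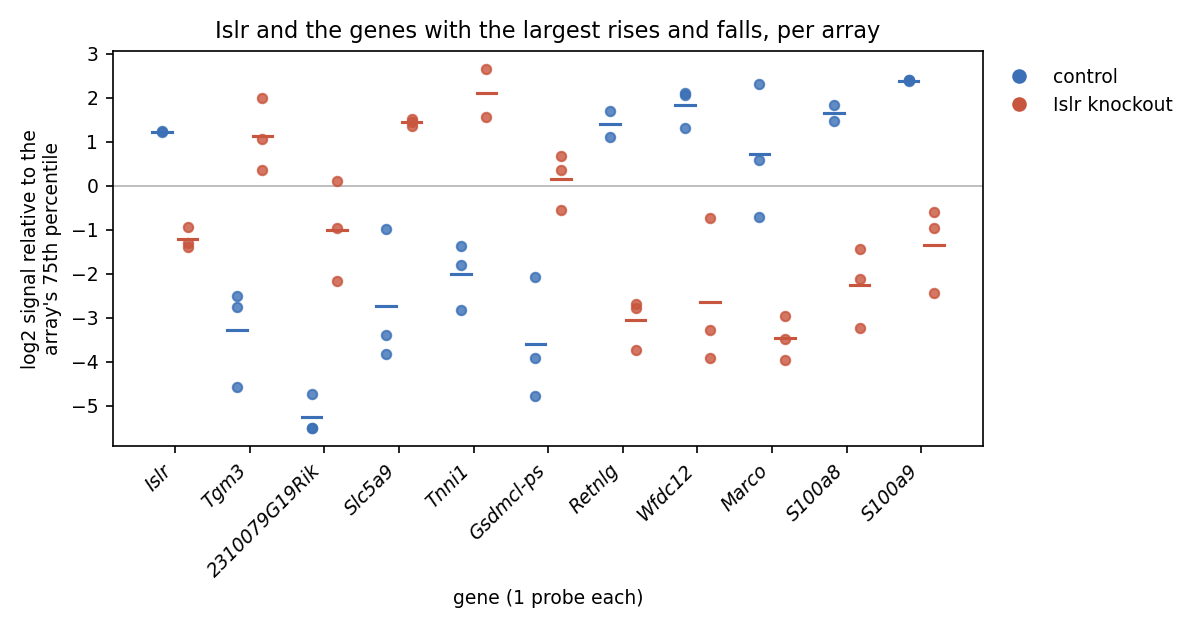
Each point is 1 array, drawn as log2 signal relative to that array's 75th percentile (vertical axis), for Islr and, among genes well above background on all arrays, the 5 with the largest rise and the 5 with the largest fall (horizontal axis, 1 probe each); bars are group means, and outlier spots are left out. Islr averaged 1.23 in controls and -1.21 in knockouts, and in none of the 11 genes did the groups overlap.

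On average, arrays of the same genotype resembled each other more than arrays of different genotypes. Single pairs overlapped, with Pearson correlations of 0.948 to 0.982 within groups and 0.876 to 0.959 between groups. Over the tested probes the mean Pearson correlation was 0.968 within groups and 0.928 between groups, a difference of 0.0403. The true grouping gave the largest difference among the 10 splits of the arrays (exact permutation p = 0.1, the smallest possible). The alternative that moved this similarity of arrays most was the one with no filter on dim probes, with a difference of 0.0171, and leaving out 1 array at a time gave 0.0285 to 0.0507. All controls lay in 1 row of the slide and all knockouts in the other, so no value within a row can be given. The first principal component held 61.4% of the variance over 30240 probes measured on all arrays, and it separated the groups, with scores of -29.7, -100.7 and -61.2 in controls and 101.2, 31.7 and 58.7 in knockouts. The second held 17.1% and set control replicate 1 (79.8) apart from the other arrays (-28.1 to 3.84).

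**Figure D2:**
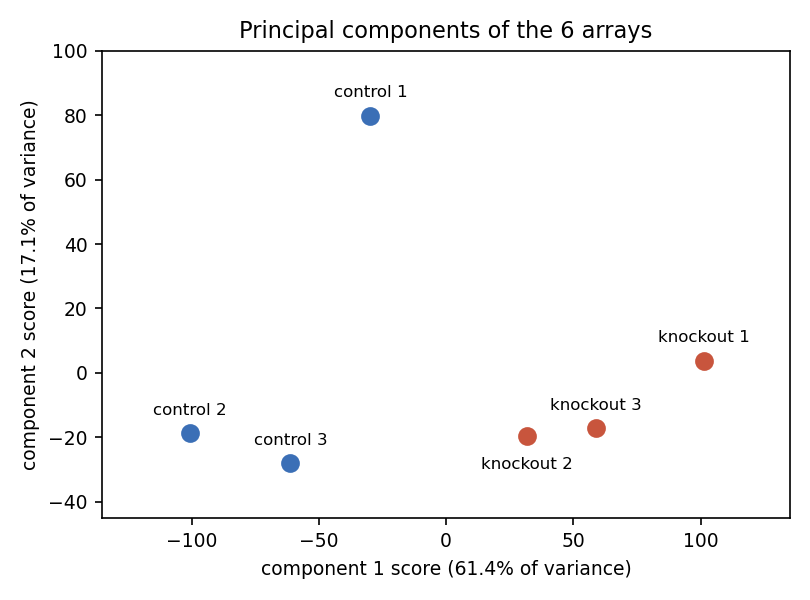
Scores of the 6 arrays on the first (horizontal) and second (vertical) principal component of the log2 signals, in units of log2 signal summed over probes; blue points are controls and red points knockouts. The controls lie between -100.7 and -29.7 on the first component and the knockouts between 31.7 and 101.2.

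At a 5% false discovery rate in limma, 1403 of 35351 probes differed between the genotypes, 548 higher and 855 lower in the knockout (39.1% higher). They represented 823 named genes. Their absolute log2 fold changes ranged from 0.69 to 5.53, with a median of 1.58. The groups did not overlap at any of the 1403 probes; among the 30240 probes measured on all 6 arrays 34.5% showed no overlap, against 10% by chance for 3 against 3. An unadjusted p under 0.05 was reached by 9481 probes where 1768 would be reached by chance, and 4084 of them changed at least 2-fold, 2072 up and 2012 down. The number of calls depended on single arrays: it was 40 without knockout replicate 3, 71 without control replicate 2, 90 without control replicate 3, 263 without knockout replicate 1, 1150 without knockout replicate 2 and 2114 without control replicate 1. Among the alternatives on all 6 arrays, array weighting moved it most, with 9292 calls, 49.4% of them higher. Of the called genes 338 had several tested probes; 51 of these had a probe of the other sign, and none had called probes of both signs.

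Under the rule fixed for naming genes, which asks for signals well above background on all 6 arrays, 249 probes were eligible among those higher in the knockout and 415 among those lower. Among these the largest rises were those of Tgm3 (A_51_P495560), by 4.41 on the log2 scale (SE 0.64, adjusted p 0.0302), 2310079G19Rik (4.25, SE 0.56, adjusted p 0.0270), Slc5a9 (4.17, SE 0.70, adjusted p 0.0377), Tnni1 (4.10, SE 0.52, adjusted p 0.0306) and Gsdmcl-ps (3.75, SE 0.69, adjusted p 0.0432). Tgm3 went from -3.28 ± 1.13 in controls to 1.13 ± 0.82 in knockouts (SD, n = 3 each); its other tested probe rose by 1.09 and was not called (adjusted p 0.136). A second probe of Tnni1 rose by 3.72 (adjusted p 0.0184). Gsdmcl-ps is a pseudogene with close relatives, whose transcripts its probe may also capture. Among these the largest falls were those of Retnlg (A_52_P425839), by -4.47 (SE 0.39, adjusted p 0.0173), Wfdc12 (-4.47, SE 0.79, adjusted p 0.0410), Marco (-4.19, SE 0.72, adjusted p 0.0390), S100a8 (-3.92, SE 0.53, adjusted p 0.0327) and S100a9 (-3.73, SE 0.46, adjusted p 0.0245). S100a9 went from 2.39 ± 0.019 to -1.34 ± 0.97 (SD, n = 3 each). Each of these 10 genes kept its direction when an array was left out, and each lost its call in at least 1 such fit. The highest adjusted p in these fits was 0.109, for Wfdc12 without control replicate 2, and the lowest of the 10 maxima was 0.0539, for Retnlg without knockout replicate 3.

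Some probes were well above background on all arrays of one genotype and on none of the other, so only a bound can be given, set against the lowest signal well above background on each dim array, or the probe's own signal where higher. By unadjusted p, the first were Mrgpra2a (at least 6.07-fold higher in controls), Mrgpra2b (at least 6.39-fold), Nfe2 (at least 6.07-fold), Gm31882 (at least 3.12-fold higher in knockouts) and Cd300lb (at least 1.21-fold higher in controls). Their limma adjusted p lay between 0.00363 and 0.00770. Mrgpra2a and Mrgpra2b are close paralogues, and their probes may capture each other's transcripts.

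Hippo/YAP signalling takes part in the control of growth and is engaged during colonic repair. Of 22 listed YAP/TEAD target genes 16 were tested, with a median log2 fold change of -0.31 and 11 of 16 lower; the list ranked lower than other genes in camera (adjusted p 0.0366 over the 9 lists). Over all probes 2 members were called, Ccdc80 (-1.57, SE 0.27, adjusted p 0.0390) and Igfbp3 (-1.43, SE 0.22, adjusted p 0.0321), and 7 when adjusted over the list alone. These 7 were lower in the knockout except Dock5, which rose by 1.57. A dimmer probe of Axl was also called (-1.40, SE 0.24, adjusted p 0.0395). The call of the list was lost when any array but knockout replicate 3 was left out (adjusted p 0.0616 to 0.173, and 0.0426 without that replicate) and with array weighting (0.129), and its median was -0.19 without control replicate 1. The 18 Hippo pathway components tested had a median of -0.24 and did not pass (adjusted p 0.121); the median was -0.06 without knockout replicate 1 and -0.13 without control replicate 3. Yap1 was lower by -0.36 (SE 0.15) and Ccn2 by -0.66 (SE 0.19), and neither passed over all probes (adjusted p 0.177 and 0.119); Ccn2 passed when adjusted over the list alone (0.0485), with 2 usable values per group. Ccn1, Ankrd1 and Ereg could not be tested. The Ccn1 probe was an outlier spot on 3 arrays and that of Ereg on 5, and the Ankrd1 probe was well above background on 1 control and 2 knockout arrays. With outlier spots kept, Ccn1 was -0.04 ± 0.23 in controls and -1.65 ± 2.26 in knockouts (SD, n = 3 each), where knockout replicate 1 alone was at -4.27.

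Stem cell, regenerative and proliferation genes address the epithelial side of repair. The 20 intestinal stem cell genes tested had a median of 0.07 and a mean of 0.27 and ranged from -2.01 to 2.57. They did not pass as a list (adjusted p 0.258). The median fell below 0 under normexp with quantile normalization (-0.04), array weighting (-0.01) and with outlier spots kept (-0.18). It also did so without control replicate 1 (-0.03), knockout replicate 2 (-0.04) or knockout replicate 3 (-0.09). The mean and the test stayed above 0 in these settings. The mean was 0.03 without knockout replicate 2, 0.11 without knockout replicate 3 and 0.46 with array weighting. Rnf43 was called (2.11, SE 0.34, adjusted p 0.0349), and 9 members were called when adjusted over the list alone, 6 of them higher (Ascl2, Msi1, Sox9, Ephb2, Rnf43 and Aqp4) and 3 lower (Slc14a1, Cd44 and Smoc2); a dimmer Cd44 probe was called over all probes (-1.48, SE 0.25, adjusted p 0.0369). Lgr5 differed by -0.20 (SE 0.30, adjusted p 0.696), Ascl2 by 0.62 (SE 0.18, adjusted p 0.0903) and Axin2 by -0.55 (SE 0.36, adjusted p 0.376). The 19 regenerative epithelium genes had a median of 0.24 (0.53 without control replicate 1 and 0.39 without knockout replicate 1) and a mean of 0.05 and did not pass (adjusted p 0.137), with 0 calls over all probes and 0 when adjusted over the list alone, although a dimmer probe of Gja1, a member, was called (at least 3.14-fold lower, as it was well above background on no knockout array, adjusted p 0.00848); Areg was 0.91 higher (SE 0.53, adjusted p 0.332). All 24 proliferation genes tested were lower in the knockout, with a median of -0.51, and the list passed (adjusted p 0.00210), although 0 members were called over all probes and 0 when adjusted over the list alone. Mki67 was lower by -0.37 (SE 0.35, adjusted p 0.540). Under median centring 23 of the 24 were lower. Without control replicate 3 the list did not pass (adjusted p 0.127), with 19 of 23 genes lower and a median of -0.33. The counts were 20 of 22 without control replicate 2 and without knockout replicate 3, 23 of 24 without knockout replicate 1 and 21 of 22 without knockout replicate 2, and the median was -0.98 without control replicate 1 and -0.89 without knockout replicate 2. All 19 differentiated colon epithelium genes were higher, with a median of 1.16 and a range from 0.43 to 3.69 (adjusted p 0.000118), again with 0 members called over all probes and 0 when adjusted over the list alone. Their median was 0.53 over 16 genes without control replicate 2 and 1.89 with array weights.

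Inflammatory and stromal lists showed the lowest adjusted p. Of 20 inflammation genes tested 16 were lower, with a median of -2.46 (adjusted p 2.04e-06). Over all probes 6 were called, all lower: S100a8, S100a9, Ccl3 (-2.49), Ccl4 (-2.46), Osm (-2.45) and Lcn2 (-1.82). Adjusted over the list alone 13 were called, all lower except Nos2. Il6 was lower by -4.05 (SE 0.99) and was well above background on 2 of 3 knockout arrays; it did not pass over all probes (adjusted p 0.0671). Il1b differed by -2.12 (SE 0.96, adjusted p 0.226). Of 24 stromal extracellular matrix genes 23 were lower, with a median of -0.67 (adjusted p 2.04e-06); 21 of 24 were lower under normexp with quantile normalization and with array weights, and the median was -0.44 without knockout replicate 1. The called members were Twist2 (-3.87, SE 0.38), Lox (-3.16, SE 0.38), Bgn (-1.41, SE 0.27) and Pdgfrb (-1.17, SE 0.20), and 12 were called when adjusted over the list alone. Col1a1 was lower by -0.73 (SE 0.29) and was not called (adjusted p 0.165). Of 20 stromal niche factors 19 were lower, with a median of -1.25 (adjusted p 4.12e-08). The called members were Hgf (-3.05, SE 0.50), Wnt2 (-2.63, SE 0.20), Bmp7 (-2.43, SE 0.33) and Bmp4 (lower, adjusted p 0.0395), and 14 were called when adjusted over the list alone. Other probes of members were also called: Hgf (-4.73, SE 0.74), Nrg1 (-3.16, SE 0.37) and Bmp5 (-2.65, SE 0.49) among niche factors and Lox (-4.28, SE 0.76) among matrix genes. Signals in knockouts were well above background on 1 of 3 arrays for Wnt2 and on 2 of 3 for Twist2 and for the further Hgf and Lox probes, so the sizes of these falls are uncertain. Of the 14 members of these 3 lists called over all probes, only Ccl4 and Wnt2 stayed called in all 6 fits with an array left out; Bgn and Pdgfrb were called in none.

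**Figure D3:**
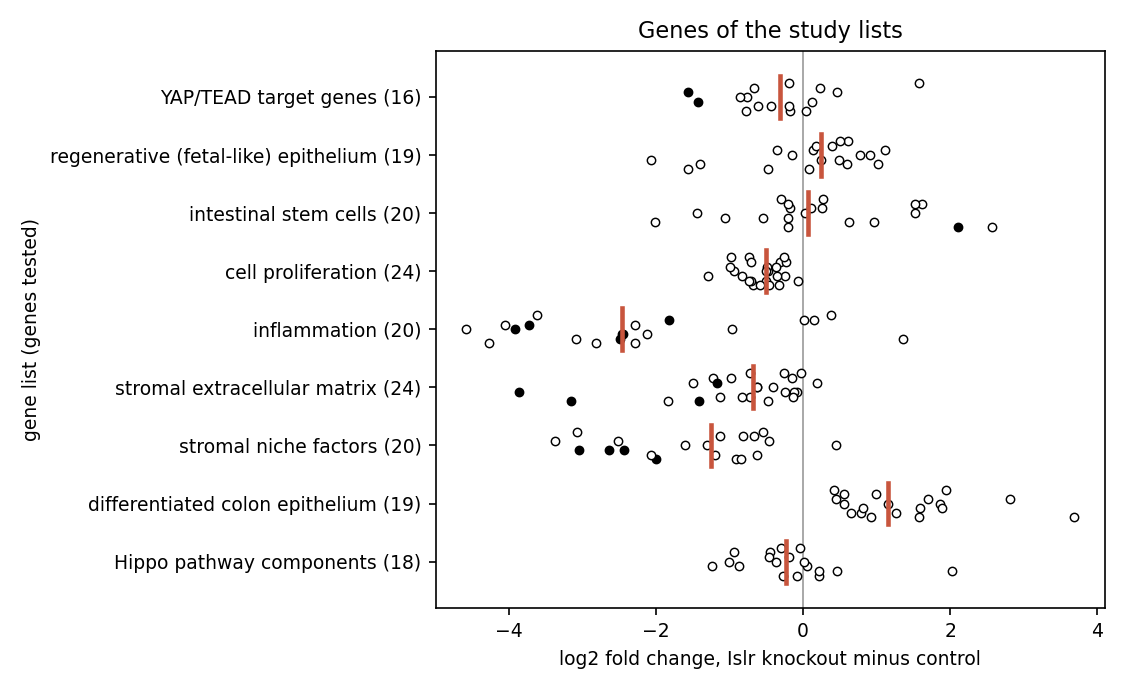
Each point is the log2 fold change, knockout minus control, of 1 gene of the 9 study lists (vertical axis, with the number of genes tested); filled points are genes called over all probes, red bars are list medians, and the vertical spread of points is only for legibility. The medians run from -2.46 for inflammation to 1.16 for differentiated colon epithelium, and all 19 genes of the latter are higher.

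These list tests treat the genes of a list as nearly independent. With outlier spots kept, fry gave an adjusted p under 0.05 for inflammation (0.0382), stromal niche factors (0.0382), stromal extracellular matrix (0.0486) and Hippo pathway components (0.0486), all lower in the knockout, and not for YAP/TEAD targets (0.195), proliferation (0.348) or differentiated epithelium (0.203). With an estimated inter-gene correlation, no study list passed (lowest adjusted p 0.393). The estimated correlation was 0.92 for differentiated epithelium and 0.815 for proliferation, so their genes moved together from array to array.

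Marker lists of cell types and tissue pieces were tested in the same way over 10 lists. Neutrophil markers were lower, with a median of -2.40 over 9 genes (adjusted p 0.000302), 7 of 9 lower; Csf3r and Trem1 differed by 0.17 (SE 0.14) and 0.18 (SE 0.16). Of the neutrophil markers 6 were called over all probes and 7 when adjusted over the list alone. Endothelial (-1.08, adjusted p 0.00222), B and plasma cell (-0.89, adjusted p 0.0217), macrophage (-0.69, adjusted p 0.00781) and enteric nervous system (-0.42, adjusted p 0.0238) medians were also lower, and that of smooth muscle was higher (0.36, 10 of 10 genes, adjusted p 0.00781). T cell (-0.24, adjusted p 0.389), adipocyte (0.22, adjusted p 0.668), pancreas (0.20, adjusted p 0.562) and distal colon Hox lists (0.52, adjusted p 0.0741) did not pass. Adjusted over the list alone, the calls were 4 for endothelium, 2 for B and plasma cells, 2 for the Hox genes, 1 each for the enteric nervous system and pancreas, and 0 for the rest; over all probes the only ones were 2 for B and plasma cells. The enteric nervous system list did not pass without control replicate 3 (0.0791) or knockout replicate 1 (0.0591), the macrophage list not without knockout replicate 3 (0.105), and the B and plasma cell list not without control replicate 2 (0.117), control replicate 3 (0.140), knockout replicate 1 (0.0591) or knockout replicate 3 (0.311) or with outlier spots kept (0.0541). Without control replicate 2 the enteric nervous system median was -0.27 and that of B and plasma cells -0.59, which was -0.55 without control replicate 3 and -0.33 without knockout replicate 3. The T cell median was -0.47 without control replicate 1, -0.09 without control replicate 2, -0.40 without knockout replicate 2 and -0.06 without knockout replicate 3. The smooth muscle median was 0.20 under quantile normalization. The Hox list passed without control replicate 2 (0.0357) or knockout replicate 2 (0.00889); its median was 0.32 without control replicate 1 and 1.21 without knockout replicate 2. The sign of the adipocyte median changed without control replicate 2 or 3 or knockout replicate 2 or 3, and that of pancreas without control replicate 1. The adipocyte median rose to 1.44 without control replicate 1 and to 1.80 with array weights, and the list passed in neither (adjusted p 0.133 and 0.0597). Under fry with outlier spots kept only the neutrophil list passed (adjusted p 0.0139), and with an estimated correlation none did (lowest adjusted p 0.499).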

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

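The term for slide column 1, the outlier spots kept and the form of fry and of camera with an estimated correlation were chosen after the data were examined. Slide as a block was not run, because all arrays lay on 1 slide. The mean spot signal was replaced by the median spot signal in the normexp setting. Leaving out an array left 2 in its group, and the similarity of arrays has no value under trend, array weights or the column term, which do not change the signals.

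The direction of Islr, of the array similarity and of the tests of all 9 study lists was the same in every setting with a value. No setting moved the median log2 fold change of all probes by more than 0.08. The looser count of probes (4084) stayed within 1.5 times in every setting. All of the 1403 called probes that could be tested in a setting kept their sign in it.

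The count at a 5% false discovery rate was 2773 with normexp and quantile normalization, 2185 with quantile normalization, 2249 with median centring, 484 with no filter on dim probes, 9292 with array weights and 5019 with a term for slide column 1 against the others. Of the 1403 probes, 1293, 1331, 1353, 396, 1403 and 1399 were called in these settings. With no filter 51784 probes were fitted and adjusted together in place of 35351, so both the moderated standard errors and the adjustment changed. The share of each in the lower count was not separated, and for the other settings the cause was not tested. The array weights were 0.335 for control replicate 1 and 0.358 for knockout replicate 1 against 1.16 to 3.72 for the other 4. Leaving out 1 array gave 40 to 2114 calls with fewer arrays per group, and the share of higher calls went from 10% without knockout replicate 3 to 55.1% without control replicate 1. Other scalings kept that share within 10 percentage points of 39.1%; array weights gave 49.4%.

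The difference in Islr was -2.58 to -2.34 with an array left out, and its call was lost only without knockout replicate 3, where fewer arrays were fitted. The YAP/TEAD list gave adjusted p of 0.129 with array weights, 0.0598 with the column term, 0.195 in fry, 0.524 with an estimated correlation and 0.0426 to 0.173 with an array left out; its range over all 19 alternatives was 0.00980 to 0.524. Proliferation gave 0.348 in fry, 0.574 with an estimated correlation and 3.14e-06 to 0.127 with an array left out. Differentiated epithelium gave 0.203 in fry and 0.524 with an estimated correlation. Inflammation, stromal extracellular matrix and niche factors each gave 0.393 with an estimated correlation and passed in the other 18 alternatives. Hippo pathway components passed with no filter (0.0371), with outlier spots kept (0.0408) and in fry (0.0486). Apart from the set tests that allow for correlated genes, the cause was not tested. Stem cell and regenerative lists passed in none of the 19. The mean of the regenerative list fell below 0 with outlier spots kept (-0.06) and without control replicate 2 (-0.02), knockout replicate 2 (-0.06) or knockout replicate 3 (-0.16), while its median and test stayed above.

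Over the 70 further named genes no direction changed. Of 378 values with an array left out 292 kept their side of the threshold, 79 lost their call and 7 gained one; of 691 values in the other settings 572 kept it, 14 lost and 105 gained a call.

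Signal over background limits what can be said of the remaining spots, since 69.4% to 75.4% were well above background on an array, and outlier marks removed a larger share of bright spots than of dim ones.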

Other observations

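The tests of slide row, the skeletal muscle list beside Myh2 and the regions around Islr and Twist2 were written before their results were seen; the tests of other splits, slide column, outlier spots kept, background, the axis and brightness within groups, Tnni1, stromal cells, neutrophils, share of epithelium and distal colon were chosen only after the result was seen. Quantile normalization was an alternative fixed in advance, and its use as a test of brightness was chosen after the result was seen. Twist2 as a single gene and Myh2 were picked after their values were seen.

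Of the 10 splits of the 6 arrays into 3 and 3, 1, the real one, gave as many probes at a 5% false discovery rate; the other 9 gave 0 in limma and 69 to 1406 at an unadjusted p under 0.05 with a 2-fold change. With 10 splits chance cannot be excluded. Several technical sources were tested for the 1403 called probes. Every knockout array was dimmer than every control array, and overall brightness had already been scaled out of the main values. Of the called probes 94.9% were also called after quantile normalization, so they did not rest on the choice between these scalings. Neither scaling removes a property of the samples that goes with brightness, so such a source stays open. With outlier spots kept 96.9% were also called, although control replicate 1 and knockout replicate 1 had the most such spots. Of the called probes 1024 were well above background on all 6 arrays, so these did not rest on signals near background in 1 group; for the other 379 this stays open. With genotype fitted within the 2 slide columns that hold both groups, on 4 arrays, 7547 of 30782 probes had an unadjusted p under 0.05 in limma, where 1539 would by chance. With the groups swapped in 1 column 143 did. That count is no separate control, because the swap puts the genotype difference into the residual. The 7547 probes argue against slide column as the whole source. With 1 residual degree of freedom 0 passed a 5% false discovery rate, which says nothing on its own. Slide row stays open: 0 rows held arrays of both groups, so row and genotype cannot be told apart for any of these probes. Loss of Islr as the source is therefore a hypothesis that these arrays alone do not settle.

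Arrays of 1 group also differed from each other along the genotype fold changes. Each difference between 2 arrays of a group was set against the genotype difference of the other 4 arrays, so that no array was in both, across 30240 probes, which are not independent replicates. The correlation was r 0.559 for control replicates 1 and 2, 0.290 for controls 1 and 3, -0.393 for controls 2 and 3, 0.398 for knockout replicates 1 and 2, 0.212 for knockouts 1 and 3 and -0.245 for knockouts 2 and 3, and only 2 of the 3 differences within a group are independent. After quantile normalization the first was 0.560. Both scalings take out overall brightness, so these values cannot exclude a property of the samples that goes with it. The order of the arrays on the first principal component was the order of their brightness before scaling, with or without quantile normalization. A possible explanation is an axis on which animals vary, such as how severe the injury was when the tissue was taken. It stays open, since no measure of severity independent of these arrays was used here. With 3 animals per group, a difference in severity between the groups that is not due to Islr cannot be told apart from an effect of genotype; tissue damage was not analysed here.

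Neutrophil markers fell more than those of other leukocytes: the median of the neutrophil list minus that of the T cell list was -2.16 on the log2 scale, and the difference between the lists was not itself tested. The lists share no gene. Fewer neutrophils in the knockout colons may be part of the lower inflammation list, which holds S100a8 and S100a9. Some values go against this reading. The neutrophil markers with the highest probe signal, Csf3r and Trem1, rose by 0.17 and 0.18, and Ly6g, not tested for its outlier spots, was 0.78 higher with these kept. The other Trem1 probe differed by -3.07 (SE 1.02, adjusted p 0.119). Lower expression of these genes in as many neutrophils was not tested and stays open.

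All 19 differentiated epithelium genes were higher in the knockout. A higher share of epithelium that dilutes every other tissue alike would lower smooth muscle markers too. Their median was 0.36, and 0.20 under quantile normalization, with 10 of 10 genes higher in both. The one with the highest probe signal, Cnn1, was higher by 0.35, while endothelial and stromal medians were below 0. That argues against dilution alone; a loss of inflamed stroma that spares muscle stays open and was not tested. A more distal piece of colon in the knockout samples could also change epithelial genes. The Hox genes of distal colon had a median of 0.52 with 6 of 6 higher and did not pass (adjusted p 0.0741); 2 of 6 were lower with array weights, without control replicate 1 (0.138) and without knockout replicate 1 (0.213), and 1 of 5 without knockout replicate 3 (0.131), whereas leaving out control replicate 2 or knockout replicate 2 took the list past the threshold (0.0357 and 0.00889). The position of the tissue piece therefore cannot be told apart from an effect of genotype on this list.

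Twist2 was lower by -3.87 (SE 0.38, adjusted p 0.0169), in each knockout array below each control array and well above background on 2 of 3 knockout arrays; the call was lost without control replicate 3 (adjusted p 0.0549) or knockout replicate 3 (0.0528). The other 23 stromal extracellular matrix genes, of which 1, Thy1, is also in the T cell list, had a median of -0.63, and the lowest was Lox (-3.16, and -4.28 at its other called probe). Among niche factors a probe of Hgf fell by 4.73 (well above background on 2 of 3 knockout arrays, as was that Lox probe), so Twist2 did not stand apart from all stromal genes. Fewer stromal cells of every kind would have lowered the matrix genes about alike, so such a loss is unlikely to be the whole source; loss of a part of the stromal cells was not tested and stays open. The 20 nearest tested genes around Twist2 had a median absolute change of 0.30, larger than that of 37.1% of 16036 windows around other genes, and 0 were called in limma, which argues against a change of the whole region. An allele at Twist2 carried by the knockout animals stays open and was not tested; genotypes were not analysed here. The 20 nearest genes around Islr had a median absolute change of 0.35, larger than that of 58.3% of windows. Among them 1 was called, Loxl1 (-1.53, adjusted p 0.0437), and the largest change, of Cyp1a1, was not (2.87, adjusted p 0.108). These values argue against a wider change around Islr as the source of its fall. A general fall of stromal genes as its source was not tested and stays open.

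Skeletal muscle genes rose in part. Myh2 was well above background on all 3 knockout arrays and on no control array, so only a bound can be given, at least 4.61-fold higher (adjusted p 0.0103), and Tnni1 was 4.10 higher on the log2 scale. A possible explanation is skeletal muscle from the anal end in the knockout samples. Of 16 other skeletal muscle genes 15 were tested, with a median of 0.12 and 10 higher; camera gave p 0.154, and the median was above 81.7% of 10000 lists matched on expression. Myh1 was called (2.07, adjusted p 0.0160). Those with the highest probe signal, Acta1 and Tnnt1, differed by 0.13 and 1.11, and Acta1 is also made in other muscle. For Myh2, members going both ways keep this open. For Tnni1, 15 of 16 other genes, all but Myh2, plus 2 SE lay below its change minus 2 SE. The rise of Myh2 has no upper limit here, so skeletal muscle stays open as the source of both.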
